A study of Homo sapiens with 8 samples. Its data were reported in "The role of GRHL2 and epigenetic remodeling in epithelial–mesenchymal plasticity in ovarian cancer cells" (2019).

How the data were processed

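RNA from OVCA429 cells, an established human ovarian cancer cell line, carrying a short hairpin RNA (shRNA) against luciferase (shLuc, the control) or against GRHL2 (shGRHL2) was sequenced in paired-end mode after preparation with a stranded total RNA kit. The kit removes ribosomal RNA rather than selecting polyadenylated RNA, so non-coding RNAs are part of what was measured. Per the study's methods, both were stable lines, and 1 shRNA against GRHL2 is named. The labels give 8 samples, 4 per group, numbered as replicates 1 to 4. The sample descriptions end in a running suffix of a kind that can mark sequencing runs of 1 library.

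The deposited values are FPKM (fragment counts scaled to effective transcript length and to the fragments of the sample) per gene. Per the labels and the study's methods, the authors made them by demultiplexing with bcl2fastq 2.17.1.14, aligning to the human genome build hg19 with STAR 2.4.2a and quantifying with RSEM 1.2.25 against the Gencode v19 annotation. RSEM divides fragments that match several transcripts among them by an expectation step, so values of genes with several transcripts, of paralogs and of overlapping genes rest partly on that division. The study called differential expression with EBSeq, which needs counts. Count tables were not used here, and the FPKM values were not treated as counts. The table also held a length and an effective length per gene, which have no sample of their own. From which sample the effective lengths came is not stated in the sources used here.

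The table had 57820 genes, of which 27714 were at 0 in all 8 samples. Genes were tested where the mean FPKM was 1 or more in at least 1 group, which left 15019. Gene biotypes and coordinates came from the Gencode v44 annotation lifted to GRCh37, the same assembly as hg19 but a later annotation than the authors used, so gene bounds can differ from theirs. Of the gene identifiers 55538 matched. Of the tested genes 12025 were protein-coding and 430 had no biotype. The tested genes included 660 with an effective length under 200 bases, mostly small RNAs, for which an FPKM can be large at very few fragments.

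Before the samples were averaged, the 4 samples of each group were compared. The rule, fixed before the data were examined, was that they count as 1 sample if the median coefficient of variation (CV) of genes at 100 FPKM or more is under 3% in both groups. It was met, so each group counts as 1 library sequenced in 4 runs. Means are over the 4 runs, and every SD is the spread between runs of 1 library. No difference here has a replicate check between separate cultures, and no p-value across genes is given. The depth was estimated from the steps of low values: FPKM times effective length, in genes with a single short transcript, clustered at whole multiples of the value of 1 fragment. With the tolerance of 0.1 fragment, 87.5% to 89.5% of low values per run were whole. Depths from these steps are approximate because the effective lengths are those of 1 unnamed source.

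The main comparison was the difference of group means of log2(FPKM + 1), shGRHL2 minus shLuc, with a gene counted as higher or lower at an absolute difference of 1 or more (2-fold on that scale). The pseudocount of 1 understates the change of genes with low FPKM. Folds printed for single genes are ratios of mean FPKM, whereas "within 2-fold" refers to the log2(FPKM + 1) scale. For GRHL2 an exact 2-sided permutation test of the 8 runs was made. limma 3.58.1 (with an intensity trend, without robust estimation, Benjamini-Hochberg adjusted p under 0.05) was run on the same values and compares the 2 libraries as sequenced, not the 2 conditions. For each of 43 gene lists written before the data were examined, the median difference of tested members was set against 10000 random lists of the same size, drawn gene by gene from 20 bins of mean log2 expression. A list outside the central 95% of its random lists is described as apart from them, which describes these libraries and is not a test of the conditions. Percentiles were given for lists with at least 4 tested members. The lists were the epithelial and mesenchymal EMT signatures, the epithelial signature divided by whether promoter CpGs gain methylation across cell lines, Hallmark EMT and an epithelial differentiation term of the Gene Ontology (all 6 from the study's supplement, defined without these samples; the last 2 are the members given there, a selected part of each public set), 4 short lists that the study named on these samples, and 33 textbook lists. The epithelial and mesenchymal signature lists also hold only the genes given in the supplement, fewer than the full signatures that the study describes. Symbols absent from the table were matched by gene identifier or by a RefSeq synonym leading to 1 gene (13 of 16 such symbols). The synonyms were added after the first list values had been seen, and moved the median of no list across the 2-fold limit. Where a symbol had several rows, the row with the highest mean was used. The difference between epithelial signature genes with and without such promoter CpGs was compared with 100000 shuffles of list membership.

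Named genes were the 12 highest and 12 lowest differences among tested protein-coding genes (or genes without a biotype) whose 4 values in one group all lay above the 4 of the other, 29 genes fixed from the study's text and EMT literature, and from every list the 2 members with the largest difference in each direction. XIST and Y-linked genes were left out. Other genes named in the text as list members were picked after their values were seen.

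Alternatives were a pseudocount of 0.1, rescaling to TPM, equal medians of the tested genes in every run, no filter, a filter at 5 FPKM, each run left out in turn, size limits of 0.58 and 2, the log2 of the mean FPKM, limma with the replicate number as a block, without the trend or with a size limit, and lists of protein-coding members. Counts of protein-coding genes only, counts of genes with an effective length of 200 bases or more, a scaling without the mitochondrial ribosomal RNAs and random lists of protein-coding genes were added after seeing the data.

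The methods were tested on simulated data before use. With Poisson counts at the estimated depths and 200 changed genes among 14560, the size rule found 56 of 66 genes changed 3-fold and 65 of 66 changed 8-fold, and 0 of 68 changed 1.5-fold, which lies under its limit. Among 14360 genes without a change it called 107, and 0 of the 13733 of these with an effective length of 200 or more. limma found 52 of 68, 63 of 66 and 65 of 66 genes changed 1.5-fold, 3-fold and 8-fold, and called 8 of 14360 genes without a change. The simulated counts held counting noise only, with no spread from dividing fragments among transcripts and none between cultures. These rates may therefore not hold for the data. Of 200 random lists 10 lay outside the central 95%, and all 50 lists of 20 genes moved by 1 were found. Simulated repeat runs of 1 library gave a median CV of 1.87% (shLuc) and 1.80% (shGRHL2) at 100 FPKM or more, and simulated separate samples with a gene-wise CV of 10% gave 9.42% and 9.64%. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.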

Results

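The RNA-sequencing data cover OVCA429 cells with a control shRNA against luciferase (shLuc) and the same line with an shRNA against GRHL2 (shGRHL2), a transcription factor of epithelial cells. The comparison addresses which genes follow the loss of GRHL2 during epithelial–mesenchymal transition (EMT), in which cells lose junctions and gain migratory features. Both groups have 4 samples by their labels. Within a group, however, the 4 samples differed by little more than repeat sequencing of 1 library: the median CV of genes at 100 FPKM or more was 2.72% in shLuc (763 genes) and 2.79% in shGRHL2 (656 genes). The most abundant RNA, the mitochondrial ribosomal RNA MT-RNR2, took 14.9% of fragments in shLuc with an SD between runs of 0.0095 percentage points, against 0.0115 from counting alone, and 24.3% in shGRHL2 with an SD of 0.0142, against 0.0135. Genes with a single transcript and an average of at least 100 fragments per run gave a mean chi-square per degree of freedom of 1.24 (445 genes) and 1.21 (459 genes), where counting alone gives 1. Genes with several transcripts gave 3.76 and 3.78 and so varied more than by counting. The samples were therefore counted as 1 library per group, and ± denotes the SD between 4 sequencing runs of that library.

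From the steps of low values, the depth was about 9.35 to 9.69 M fragments per shLuc run and 9.90 to 10.2 M per shGRHL2 run, or 38.1 and 40.1 M per library. At this depth, a gene of median effective length (1909 bases) at 1 FPKM has about 72.7 fragments in shLuc and 76.5 in shGRHL2, a counting error of 11.7% and 11.4%. These errors cover counting only, not differences between cultures.

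GRHL2 itself (ENSG00000083307.6, chromosome 8, 102504667 to 102681954 on the plus strand of GRCh37, measured over its exons) was at 31.5, 38.7, 33.4 and 32.0 FPKM in the 4 shLuc runs and at 0.13, 0.15, 1.17 and 0.10 FPKM in the 4 shGRHL2 runs. The means were 33.9 ± 3.3 and 0.388 ± 0.52 FPKM, a difference of −4.71 in log2(FPKM + 1), and the knockdown library held 1.14% of the control level. Run 3 set most of this remainder, since without it the shGRHL2 mean was 0.127 FPKM and 0.374% of control. All 4 shGRHL2 runs lay below all 4 shLuc runs (exact 2-sided permutation test over runs, p = 0.0286, the smallest p that 70 arrangements allow), which speaks for the runs and not for separate cultures.

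**Figure D1:**
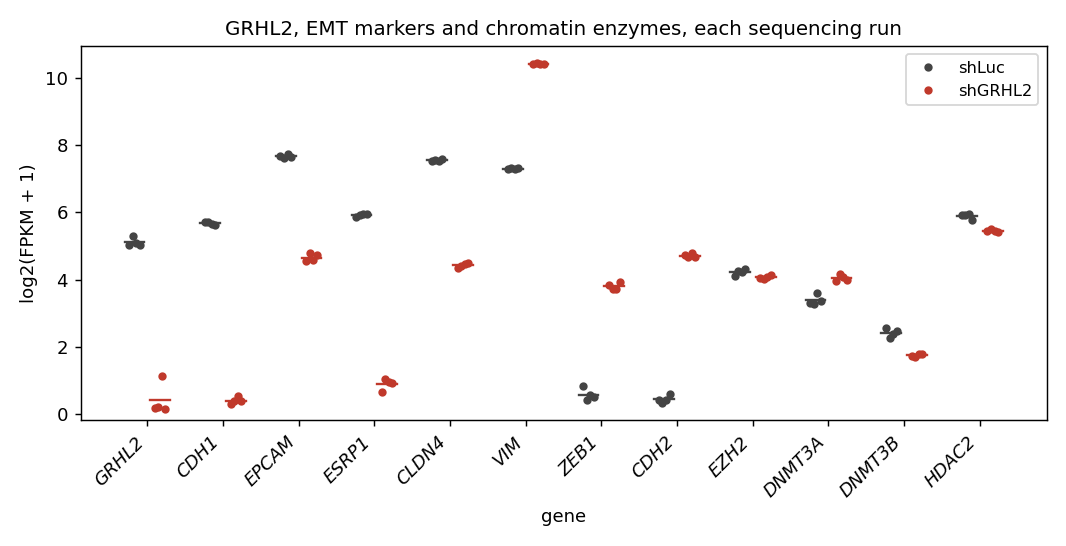
GRHL2, EMT markers and chromatin enzymes in each sequencing run, as log2(FPKM + 1) on the vertical axis and by gene on the horizontal axis. Points are the 4 runs of 1 library per group and bars their means; GRHL2, CDH1, EPCAM, ESRP1 and CLDN4 are lower and VIM, ZEB1 and CDH2 higher in shGRHL2, while EZH2 runs overlap.

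Of 15019 tested genes, 746 were higher and 1087 lower in the shGRHL2 library by 2-fold or more on the log2(FPKM + 1) scale, and 166 and 257 by 4-fold or more. Of these, 640 higher and 1003 lower by 2-fold or more had runs that did not overlap between the libraries. Among the 12025 protein-coding genes the counts were 545 higher and 864 lower. Among genes with an effective length of 200 bases or more they were 637 and 1003. The kallikrein protease KLK5 was at 208 ± 7.8 FPKM in shLuc and 1.18 ± 0.32 in shGRHL2 (177-fold lower), the membrane serine protease TMPRSS4 at 76.4 ± 3.3 and 0.203 ± 0.19, and the calcium-binding protein S100A14 at 69.4 ± 3.3 and 0.335 ± 0.18. The transcriptional cofactor VGLL1, at 62.9 ± 2.2 FPKM in shLuc, was listed at 0 in all shGRHL2 runs. The basement membrane anchoring protein LAD1 was at 51.2 ± 1.8 FPKM in shLuc and above 0 in only 1 shGRHL2 run. SMIM22 was at 32.8 ± 5.2 and 0.212 ± 0.25 FPKM. CDH1, ST14, ESRP1, MUC20, RAB25 and GRHL2 completed the 12 lowest.

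The highest genes included matrix proteins, proteases and secreted factors. The endothelial receptor tyrosine kinase TIE1 was at 0.723 ± 0.20 FPKM in shLuc and 84.7 ± 1.9 in shGRHL2 (117-fold higher), and ESM1, a proteoglycan known from endothelium, at 0.348 ± 0.15 and 49.1 ± 2.7. The collagen VI chain COL6A3 was at 0.453 ± 0.32 and 62.7 ± 1.8 FPKM, the decoy receptor TNFRSF11B at 1.36 ± 0.43 and 82.6 ± 3.7, and the methyltransferase NNMT at 1.75 ± 0.95 and 88.6 ± 5.9. The collagenase MMP1 was listed at 0 in all shLuc runs and was at 27.0 ± 1.3 FPKM in shGRHL2, and the gelatinase MMP2 was at 0.563 ± 0.097 and 34.2 ± 2.5. IL1B, SERPINE2, NREP, FAM20C and LPHN3 were the rest of the 12 highest.

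The balance of the counts depended on scaling. The median difference of all tested genes was −0.10, and 40.7% of the genes past the limit were higher in shGRHL2. With equal medians, a shift of 0.11, 938 genes were higher and 906 lower (50.9% higher). Rescaling to TPM, which keeps MT-RNR2 in the total, gave 615 and 1189 (34.1% higher). Leaving the mitochondrial ribosomal RNAs out of the scaling, a setting added after seeing the data, gave 1052 and 986 (51.6% higher). The larger share of MT-RNR2 in shGRHL2 lowers the FPKM of other genes. The excess of lower genes was therefore not seen once these RNAs were left out. List members close to the limit crossed it with TPM or equal medians, so counts per list depend on scaling too. limma called 3094 genes higher and 5335 lower (Benjamini-Hochberg adjusted p under 0.05), a count that compares the 2 libraries as sequenced and not the conditions; with equal medians it called 4077 and 4198, and with TPM 2496 and 6465.

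**Figure D2:**
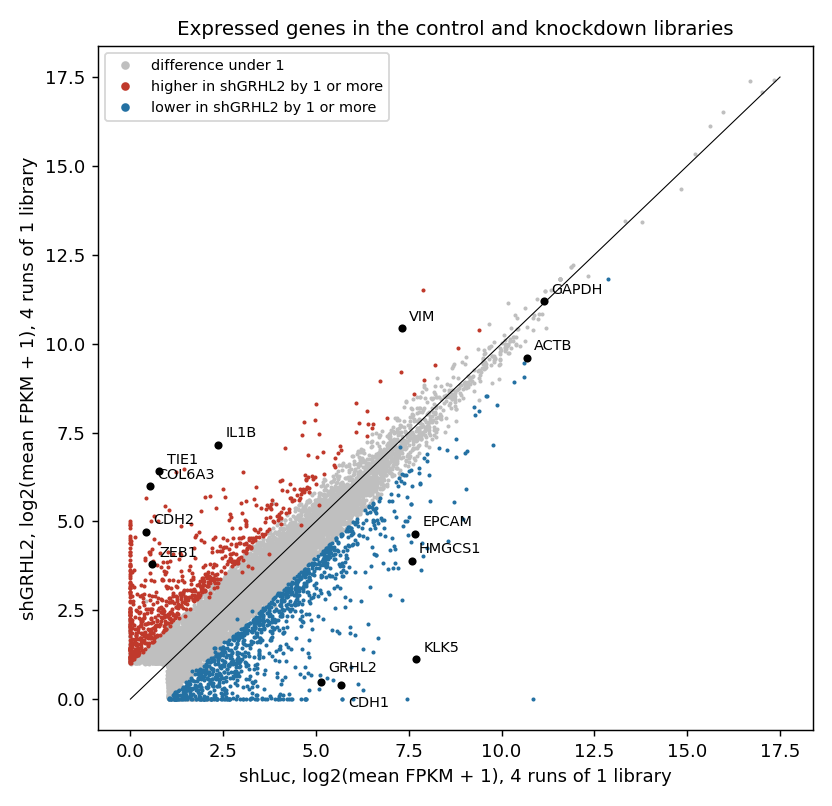
Mean expression of the tested genes in shLuc (horizontal axis) and shGRHL2 (vertical axis), both as log2(mean FPKM + 1) over 4 runs of 1 library. Coloured points are the 746 genes higher and 1087 lower by 1 or more; the line marks equal values, and GRHL2, CDH1 and KLK5 lie far below it while TIE1, COL6A3 and VIM lie above.

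Epithelial signature genes were lower as a group. Of 194 tested genes of the epithelial EMT signature, which was not defined on these samples, 118 differed by 2-fold or more, all but 2 of them lower, and their median difference of −1.38 lay below all 10000 matched random lists. The 2 higher genes were the protease inhibitor SLPI (31.8 ± 5.0 FPKM in shLuc, 112 ± 7.0 in shGRHL2) and the ribonuclease ZC3H12A (2.62-fold higher). The study picked 9 of the signature's genes on these samples. E-cadherin, CDH1 (ENSG00000039068.14, chromosome 16, 68771195 to 68869440), was at 50.5 ± 1.4 and 0.313 ± 0.092 FPKM (162-fold lower). The adhesion molecule EPCAM was at 203 ± 6.5 and 24.3 ± 2.0. Genes of epithelial differentiation in the Gene Ontology, of which only those in the study's supplement were used, did not move in this way: of 41 tested, 4 were higher and 2 lower, and the median of −0.07 lay at percentile 66.0 (0.04 with equal medians). Among them, GATA3 was at 8.55 ± 0.95 and 2.13 ± 0.18 FPKM and PODXL at 6.90 ± 0.61 and 45.1 ± 1.6.

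Of 20 tested tight junction genes, 13 were lower and 1 higher (median −1.84, below all random lists; 3 picked by the study). The polarity protein CRB3 was at 16.8 ± 1.1 and 0.525 ± 0.26 FPKM, cingulin CGN at 26.4 ± 0.82 and 1.45 ± 0.65, and claudin 4, CLDN4, at 187 ± 2.8 and 20.4 ± 0.86. The exception was the cingulin relative CGNL1, at 2.75 ± 0.16 and 7.74 ± 0.27. Of 17 desmosome and adherens junction genes 8 were lower and 0 higher (median −0.89, below all random lists; 1 picked by the study), led by CDH1 and P-cadherin CDH3 (83.5 ± 2.0 and 3.31 ± 0.69 FPKM). β-catenin, CTNNB1, was at 105 ± 4.2 and 125 ± 1.4. Of 11 keratins 7 were lower (median −1.53, below all random lists). The keratin median was −0.93 without the expression filter and −2.64 with a pseudocount of 0.1. Among the 7 were KRT81 (234 ± 3.8 and 15.3 ± 0.88 FPKM) and KRT19 (877 ± 9.4 and 141 ± 1.1). KRT8 (1294 ± 11 and 486 ± 8.1) and KRT18 (1549 ± 14 and 538 ± 7.0) were also among the 7.

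Of 19 genes on the list of epithelial transcription and splicing regulators, which also holds GRHL2 itself and ST14, RAB25, EPCAM and ERBB3 of other function, 13 were lower and 0 higher (median −2.43, below all random lists; −1.58 without the expression filter), 6 of the listed genes having been picked by the study on these samples. The splicing factor ESRP1 was 69.6-fold lower, at 0.863 ± 0.20 FPKM in shGRHL2, the matriptase gene ST14 at 92.7 ± 1.3 and 1.51 ± 0.071, and the repressor of EMT OVOL2 at 6.03 ± 0.81 and 0.738 ± 0.51. PAX8, a lineage factor of the Müllerian tract, was at 69.8 ± 3.6 and 122 ± 2.9, under the limit. Serine proteases and their inhibitors around matriptase had 15 lower and 2 higher of 18 tested (median −2.76, below all random lists; 3 picked by the study). The higher ones were SLPI and PI3, inhibitors of elastase, and PI3 was listed at 0 in all shLuc runs. Mucins and ovarian carcinoma markers had 5 lower and 0 higher of 9 (median −1.50, below all random lists; 1 picked by the study), with MUC4 at 33.4 ± 1.8 and 0.615 ± 0.14 FPKM. This list's median was −0.56 without run 1 and −0.60 without run 2 of shGRHL2, and 0.02 without the expression filter.

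Lists of mesenchymal genes held more higher than lower genes. Of 204 tested genes of the mesenchymal EMT signature 30 were higher, 2 lower (ELOVL4 and ROBO1, the latter within 2-fold with equal medians) and 172 within 2-fold, with a median of 0.16 (0.06 with TPM, 0.27 with equal medians) above all random lists. Hallmark EMT had 65 higher and 9 lower of 148 (median 0.78, above all random lists), the lowest being the receptor OXTR (55.1 ± 2.3 and 14.6 ± 0.61 FPKM). Vimentin, VIM (ENSG00000026025.9, chromosome 10, 17270240 to 17279592), was at 158 ± 1.7 and 1383 ± 10.5 FPKM (8.77-fold higher) and N-cadherin, CDH2, at 0.350 ± 0.11 and 25.2 ± 0.92 (72.0-fold higher). Of 18 mesenchymal markers 10 were higher and 2 lower (median 1.41, above all random lists). The lower ones were S100A4 (93.6 ± 4.2 and 28.9 ± 1.7) and CYR61 (68.4 ± 1.0 and 32.8 ± 1.6, within 2-fold with equal medians). Of 27 collagen and basement membrane genes 11 were higher and 2 lower (median 0.93, above all random lists), with COL5A1 at 0.558 ± 0.11 and 21.7 ± 1.8 and the epithelial laminin chain LAMA3 at 143 ± 4.1 and 67.6 ± 0.84 (within 2-fold with equal medians). Integrins went both ways, 3 higher and 2 lower of 16 (median 0.09, inside the central 95% of random lists), with ITGB6 at 58.2 ± 0.69 and 12.1 ± 0.70 and ITGA6 at 30.5 ± 1.7 and 74.6 ± 1.2. The integrin median was 0.15 with a pseudocount of 0.1, above the central 95%, and −0.30 with a filter at 5 FPKM.

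Of 9 EMT transcription factors 5 were higher and 1 lower (median 1.23, above all random lists; 0.54 without the expression filter). ZEB1 (ENSG00000148516.17, chromosome 10, 31607424 to 31818742), a repressor of epithelial genes, was at 0.495 ± 0.20 and 12.9 ± 0.97 FPKM (26.2-fold higher) and ZEB2 at 0.680 ± 0.25 and 6.23 ± 1.2. SNAI2 was 2.35-fold lower in mean FPKM, with a difference of −1.06 in log2(FPKM + 1). That difference was within the 2-fold limit with equal medians. The list of TGF-beta targets had 10 higher and 0 lower of 19 (median 1.03, above all random lists). SMAD7 and TGFBR2 of these were within 2-fold with TPM. Among the higher genes were ID1 (23.5 ± 2.4 and 170 ± 5.2 FPKM) and INHBA (7.69 ± 0.77 and 46.6 ± 1.3), whereas the ligand TGFB2 was at 26.1 ± 4.4 and 15.4 ± 2.0.

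Markers of other cell types were mostly near the floor. Of 9 fibroblast markers only COL1A1 passed the filter (1.19 ± 0.70 and 3.63 ± 1.0 FPKM; within 2-fold with TPM), and it also counts among the collagens. All 3 endothelial markers that passed the filter, TIE1, CDH5 and KDR, were higher (median 3.51; 0.31 without the filter, over the markers above 0 in at least 1 run). Each was under 1 FPKM in shLuc and passed only through shGRHL2, so the filter set their direction, though not the size. The markers that did not pass differed by −0.12 (CLDN5) to 0.49 (ERG). Leukocyte markers had 1 higher (LAPTM5, 1.76 ± 0.39 and 6.38 ± 0.32) and 0 lower of 4 (percentile 75.3), and mesothelial markers 1 higher (BNC1, listed at 0 in all shLuc runs) and 1 lower (UPK3B, 7.39 ± 1.1 and 2.48 ± 0.23) of 4 (percentile 94.7).

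**Figure D3:**
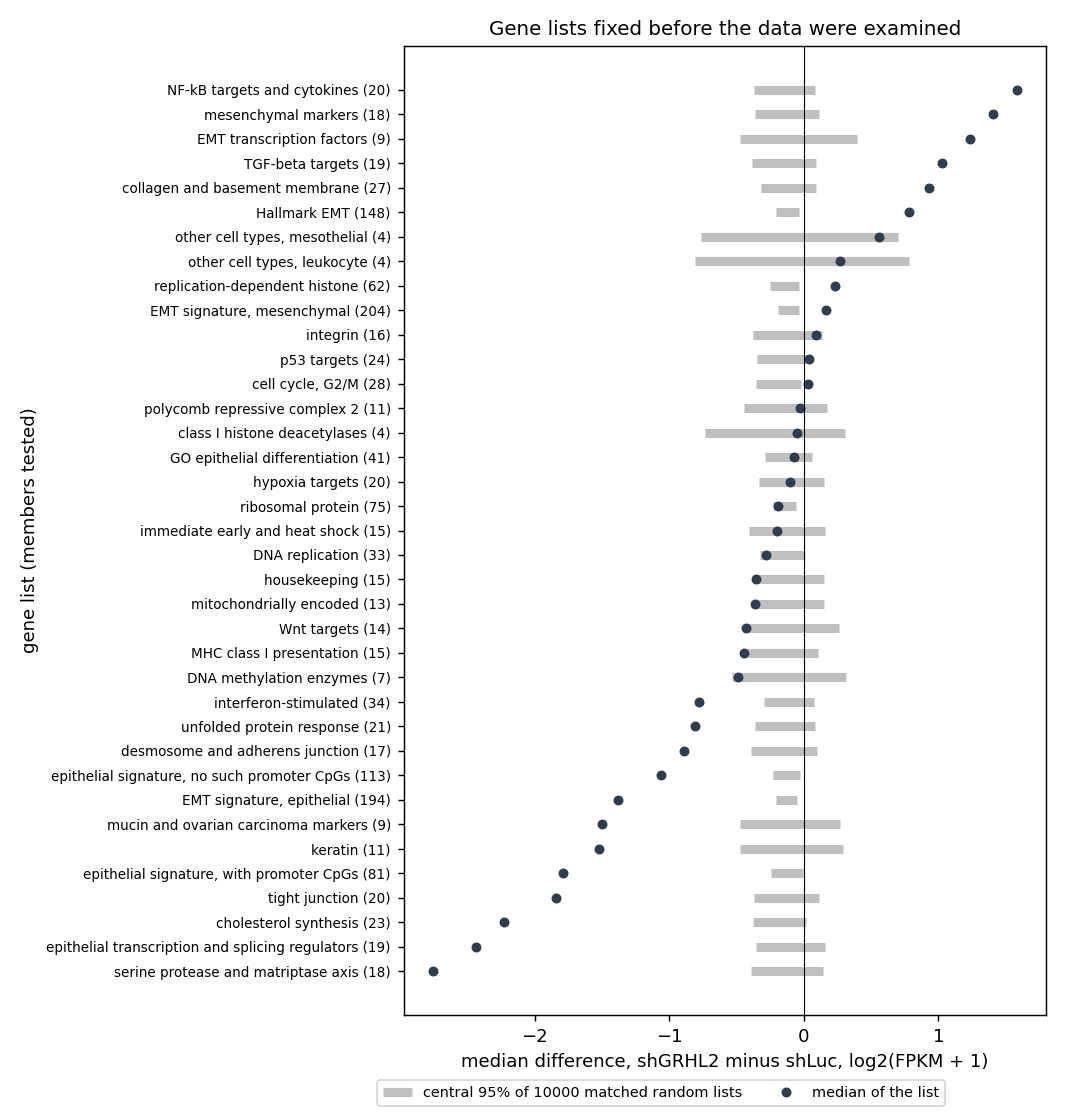
Median difference of each gene list with at least 4 tested members that the study did not pick on these samples, shGRHL2 minus shLuc in log2(FPKM + 1) on the horizontal axis, with the number of tested members beside each name on the vertical axis. Points are list medians and grey bars the central 95% of 10000 random lists matched on expression; the protease, junction, epithelial signature and cholesterol lists lie below their bars and the cytokine and mesenchymal lists above, while epithelial differentiation lies inside.

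The study related the loss of GRHL2 to CpG methylation and histone marks, so some enzymes that set or remove such marks were compared. These were polycomb repressive complex 2, class I histone deacetylases and DNA methylation enzymes. No list was made of histone acetyltransferases, or of histone methyltransferases outside that complex. No gene of polycomb repressive complex 2 passed the limit (0 of 11; median −0.03, percentile 77.0; 0.08 with equal medians). EZH2, its methyltransferase, was at 17.7 ± 1.2 and 15.9 ± 0.67 FPKM with overlapping runs, and SUZ12 at 10.9 ± 0.90 and 8.21 ± 0.52. Class I histone deacetylases had 0 of 4 past the limit (median −0.05, percentile 72.5; 0.06 with equal medians), with HDAC2 at 58.6 ± 3.4 and 42.8 ± 1.1 and HDAC1 at 69.8 ± 2.4 and 80.0 ± 3.1. Of 7 DNA methylation enzymes 1 was lower, the glycosylase TDG (22.1 ± 1.2 and 10.5 ± 1.1 FPKM; within 2-fold with equal medians), TET3 (6.27 ± 0.17 and 2.66 ± 0.12) lay just within the limit and passed it with TPM, and the median of −0.49 lay inside the central 95% of its random lists. The de novo methyltransferases went opposite ways within the limit, DNMT3A at 9.48 ± 1.1 and 15.6 ± 1.1 and DNMT3B at 4.34 ± 0.44 and 2.35 ± 0.098.

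Epithelial signature genes whose promoter CpGs gain methylation across cell lines were lower than the other epithelial signature genes. Of 81 with such CpGs, 58 were lower and 0 higher (median −1.79). Of 113 without, 58 were lower and 2 higher (median −1.06). Both medians lay below all their random lists, and the difference of −0.73 was reached in 32 of 100000 shuffles of list membership (2-sided). Genes are not independent replicates, so this share describes the lists in these 2 libraries. The genes with such CpGs were also more highly expressed in shLuc, at a median of 36.2 against 19.9 FPKM, and the study picked 8 of them on these samples. The study also found CpGs that gain methylation with EMT enriched at GRHL2 binding sites. Whether the 2 lists differ in genes bound by GRHL2 was not compared here, so the difference cannot be assigned to methylation. For CDH1, which has such promoter CpGs, the study saw no significant methylation change after the knockdown.

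The short lists that the study named from these samples are not independent evidence of direction. All 6 genes named for a gain of methylation were lower (median −3.71, below all random lists), among them PROM2 (38.3 ± 1.0 and 0.518 ± 0.19 FPKM), SPINT1 (59.8 ± 2.6 and 3.10 ± 0.17) and PVRL4 (8.76 ± 1.0 and 0.258 ± 0.032). Of genes near GRHL2 sites that turned from an active to a latent state, 3 of 3 tested were lower (median −2.90; −4.70 with a pseudocount of 0.1, −3.97 with a filter at 5 FPKM and −2.03 without a filter): ESRP1, MARVELD3 (8.22 ± 1.2 and 0.230 ± 0.10) and IL36RN (1.24 ± 0.18 and listed at 0). BCAS1, at 0.410 ± 0.14 FPKM in shLuc, did not pass the filter. Genes at sites that turned poised, GRHL2 as the target of the shRNA among them, were lower in 6 of 6 (median −4.79, below all random lists), with GRHL1 at 8.25 ± 1.8 and 0.483 ± 0.21 and RAB25 at 75.4 ± 2.9 and 1.68 ± 0.60. Genes at sites that turned repressed were lower in 4 of 4 (median −4.10, below all random lists, and −6.36 with a pseudocount of 0.1). Among them MUC20 was at 42.9 ± 2.9 and 0.450 ± 0.32 FPKM, FGD3 at 8.66 ± 0.66 and 0.015 ± 0.017 and TMPRSS13 at 5.76 ± 1.2 and 0.015 ± 0.030.

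Genes of growth and general function moved little. No gene of G2 and mitosis passed the limit (0 of 28; median 0.03, percentile 99.4; −0.07 with TPM), with KIF20A, which passed it with equal medians, at 23.1 ± 1.4 and 44.1 ± 1.9 FPKM and MKI67 at 35.4 ± 1.3 and 24.9 ± 1.4. DNA replication had 2 lower of 33 (MCM6, and CDC6, which was within 2-fold with equal medians; percentile 8.39). Of 62 replication-dependent histone genes 1 was higher and 2 lower (median 0.24, above all random lists). p53 targets had 1 lower of 24 (CDKN1A, 146 ± 3.7 and 63.1 ± 2.8; percentile 97.0). Ribosomal proteins had 0 of 75 past the limit (median −0.19, percentile 10.6). Of 15 housekeeping genes 2 were lower, ACTB (1641 ± 20 and 778 ± 7.2) and YWHAZ (613 ± 18 and 295 ± 4.5), both within 2-fold with equal medians, and GAPDH was at 2275 ± 19 and 2346 ± 7.1. The housekeeping median of −0.35 lay at percentile 2.46, and that of the 13 mitochondrial messenger RNAs, −0.36, at the lower edge of the central 95%, with MT-ND6 alone at the limit (159 ± 6.2 and 79.1 ± 3.8). Both percentiles crossed the edge of the central 95% under other settings.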

Values the study reported

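The study looked at CpG sites whose methylation correlated with EMT across cell lines. Of these, it reported that 448 gained methylation past its size limit after GRHL2 knockdown in OVCA429 cells, and far fewer lost it. Of the sites with a gain it linked 120 to genes with lower, 65 with higher and 126 without differential expression. In GRHL2 binding sites it counted 208 of the sites with a gain, 93 of them in genes with lower expression.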

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

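All tests of explanations in this part were chosen after the results were seen. In 70 sets of 4 runs (the fixed genes and run totals in each group), 6 had 1 run far from the other 3, measured as its gap to the nearest run divided by the whole range. Chance gives about 1 in 20. GRHL2 in shGRHL2 had a ratio of 0.953, with run 3 at 1.17 FPKM and the others at 0.10 to 0.15. LAD1 in shLuc had 0.870, with run 3 at 48.6 FPKM against 51.9 to 52.4. PVRL4 in shGRHL2 had 0.857, with run 4 at 0.21 FPKM against 0.27 to 0.28. LAD1, BCAS1 and TMPRSS13 in shGRHL2 had a ratio of 1, with 1 run at 0.04, 0.02 and 0.06 FPKM and the other 3 listed at 0. Such values give a ratio of 1 by construction, so the rate by chance does not apply to these flags.

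Genes known from endothelium were among the highest in shGRHL2. TIE1, CDH5 (0.0375 ± 0.057 and 10.8 ± 0.88 FPKM) and KDR (listed at 0 in shLuc, 1.27 ± 0.16 in shGRHL2) were higher. The tables argue against endothelial cells in the culture, which would bring their other abundant transcripts: the 8 other preset markers in the table, CDH5 and KDR included, had a median in shGRHL2 of 0.376% of the level of TIE1, with VWF at 0.153 FPKM. Scaling does not account for it either, since the median difference of the 3 genes was at least 3.27 with TPM or equal medians, although KDR alone came down to 1.03. That test first used the lowest gene and was changed to the median after its value had been seen. With 1 library and 1 shRNA per group, the loss of GRHL2 cannot be told apart from other differences between the 2 cultures. Nor can it be told apart from effects of the shRNA on other genes. The part of endothelial genes that is higher may come from any of these.

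MT-RNR2 took 14.9% of fragments in shLuc and 24.3% in shGRHL2. A rise of all mitochondrial RNAs by as much as MT-RNR2 (difference 0.70) is argued against by the 13 mitochondrial messenger RNAs. Their median difference was −0.36, and together they took 1.06% of fragments in shLuc and 1.05% in shGRHL2. They went both ways: the highest differences were 0.29 for MT-CO2 and 0.29 for MT-CO3, whereas MT-ND4 was at −0.97. The larger share of MT-RNR2 itself lowers these differences, so a smaller rise of mitochondrial RNA is not excluded. Fragments moved to or from nuclear copies are argued against by the share of MT-RNR2 together with its copies, which differed by 9.38 percentage points. Depletion of ribosomal RNA that differed alike for both mitochondrial ribosomal RNAs is argued against by MT-RNR1, which was lower (2.34% and 1.68% of fragments, difference −0.48). Library preparation that differed for MT-RNR2 alone cannot be told apart from a change in the cells, with 1 library per group. Leaving both mitochondrial ribosomal RNAs out of the scaling moved the median of all tested genes by 0.14 and gave 1052 genes higher and 986 lower.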

How the results depend on the processing

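The settings named as added in the methods were chosen after seeing the data; all other alternatives were fixed before the data were examined. Counts past the size limit moved by over 1.5 times with a pseudocount of 0.1 (1324 higher, 1663 lower), with a filter at 5 FPKM (464 higher; fewer genes were tested), and with limits of 0.58 (1775 and 2621) and 2 (166 and 257) by construction. A smaller pseudocount widens the differences of genes with low FPKM, which moves more of them past the limit. Leaving out 1 run gave 757 to 787 higher and 1100 to 1132 lower. GRHL2 stayed lower in all 12 alternatives (−6.61 to −4.60). The difference by promoter CpGs kept its sign in 13 alternatives (−1.14 to −0.69).

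limma counts fell to 665 higher and 1020 lower with a difference of 1 required, and were 2854 to 2922 and 5080 to 5138 with 1 run left out. The replicate numbers did not pair the samples, as no same-numbered pair deviated together (correlations −0.07 to 0.01). With the number as a block, limma called 2944 and 5165, and the difference of GRHL2 was −4.71. In 1 of 35 splits of the 8 runs, the real one, limma called as many genes (8429, and at most 2 in any other). Every other split mixed runs of the 2 libraries, so this outcome was set by the design. It excludes nothing and says nothing about separate cultures.

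No named gene past the 2-fold limit changed direction, but small differences did: GAPDH with TPM, TCF3 and HDAC8 with equal medians, and list medians near 0. Of 158 named genes besides GRHL2, 23 crossed the 2-fold limit somewhere, 13 falling under it with equal medians. Of 43 lists 5 changed their place relative to the random lists: integrins, Wnt targets, mucins, mitochondrial messenger RNAs and housekeeping genes. Depth limits genes at 1 FPKM to a counting error of about 11.7%. The lack of separate cultures and of a further shRNA against GRHL2 limits every comparison in these data. In separate experiments, the study expressed GRHL2 resistant to the shRNA in the shGRHL2 cells. It reported restored transcripts of CLDN4, PROM2, CGN, PVRL4, S100A14 and SPINT1, and higher CDH1, ESRP1 and OVOL2. Vimentin did not change significantly there. That experiment bears on these genes only, and its description names no endothelial or cholesterol synthesis gene.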

Other observations

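The tests of the cholesterol pattern and the promoter CpG comparison by level were chosen after the results were seen. Among the lists used here with at least 4 tested members, cholesterol synthesis was the most uniformly changed outside the epithelial genes. Of 23 tested genes 22 were lower and 0 higher (median −2.23, below all 10000 random lists), including HMGCS1 (190 ± 4.5 FPKM in shLuc, 13.9 ± 1.6 in shGRHL2) and IDI1 (111 ± 3.6 and 13.1 ± 0.44), enzymes of the mevalonate pathway. The regulator SREBF2 (38.4 and 12.5) was lower too, whereas PMVK was at 5.43 in both. NF-kB targets and cytokines went the other way, with 11 higher and 1 lower of 20 (median 1.59, above all random lists; 0.76 without the expression filter). IL1B was at 4.18 ± 0.37 and 142 ± 3.6 FPKM, IL1A at 4.65 ± 0.91 and 58.7 ± 3.0 and IL8 at 24.8 and 219, and the lower gene was the apoptosis inhibitor BIRC3 (16.6 ± 0.39 and 7.45 ± 0.95, within 2-fold with equal medians).

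Interferon-stimulated genes had 15 lower and 0 higher of 34 (median −0.78, below all random lists), with OAS1 at 17.7 ± 0.81 and 4.05 ± 0.45 FPKM and IFI44L, within the limit, at 3.93 ± 0.56 and 6.91 ± 0.83. Genes of MHC class I presentation had 1 lower of 15, TAP2 (median −0.44, percentile 1.60). The unfolded protein response list had 7 lower and 0 higher of 21 (median −0.81, below all random lists), led by ASNS (23.5 ± 2.2 and 4.03 ± 0.89) and ATF3 (10.0 ± 1.2 and 1.35 ± 0.26), genes also known from the response to amino acid shortage. Hypoxia targets (1 higher and 2 lower of 20, percentile 49.6) and immediate early and heat shock genes (1 higher and 3 lower of 15, percentile 30.1) stayed within their random lists. Wnt targets had 2 higher and 3 lower of 14 (median −0.43, percentile 2.36, or 59.8 with a filter at 5 FPKM), with AXIN2 at 0.768 ± 0.14 and 3.62 ± 0.49 and CCND1 at 218 ± 8.7 and 89.5 ± 2.7.

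Scaling between the libraries does not account for the lower cholesterol genes, as the median stayed at −2.12 or lower with TPM and with equal medians. GC content and gene length do not either, since the median was −2.06 once the trends over 20 bins of each had been taken out. With 1 library and 1 shRNA per group, an effect of the loss of GRHL2 cannot be told apart from other sources. These include a difference between the 2 cultures, such as in density or medium, and effects of the shRNA on other genes. Any of them may be the source.

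The difference by promoter CpGs was tested again, because the genes with such CpGs were more highly expressed in shLuc. Within 3 groups of like shLuc level it averaged −0.97, which 2 of 10000 shuffles within these groups reached. The difference thus remained among genes of like level in these libraries. Genes were not matched on binding by GRHL2.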
